# Genetic Dissection of a QTL Affecting Bone Geometry

**DOI:** 10.1534/g3.116.037424

**Published:** 2017-01-11

**Authors:** Olivia L. Sabik, Juan F. Medrano, Charles R. Farber

**Keywords:** quantitative trait loci (QTL), bone geometry, bone strength, QTL fine-mapping, allele-specific expression (ASE)

## Abstract

Parameters of bone geometry such as width, length, and cross-sectional area are major determinants of bone strength. Although these traits are highly heritable, few genes influencing bone geometry have been identified. Here, we dissect a major quantitative trait locus (QTL) influencing femur size. This QTL was originally identified in an F2 cross between the C57BL/6J-hg/hg (HG) and CAST/EiJ strains and was referred to as femur length in high growth mice 2 (*Feml2*). *Feml2* was located on chromosome (Chr.) 9 at ∼20 cM. Here, we show that the HG.CAST-(*D9Mit249-D9Mit133*)/Ucd congenic strain captures *Feml2*. In an F2 congenic cross, we fine-mapped the location of *Feml2* to an ∼6 Mbp region extending from 57.3 to 63.3 Mbp on Chr. 9. We have identified candidates by mining the complete genome sequence of CAST/EiJ and through allele-specific expression (ASE) analysis of growth plates in C57BL/6J × CAST/EiJ F1 hybrids. Interestingly, we also find that the refined location of *Feml2* overlaps a cluster of six independent genome-wide associations for human height. This work provides the foundation for the identification of novel genes affecting bone geometry.

Osteoporosis is a disease of severe bone loss that leads to skeletal fragility and an increased risk of fracture (Black and Rosen 2016). In the U.S., osteoporosis affects over 12 million people and is directly responsible for 1.5 million fractures annually (Black and Rosen 2016). Although fracture is not commonly associated with mortality, of the ∼300,000 people each year that suffer a hip fracture, one in five will die in the subsequent 12 months (Gass and Dawson-Hughes 2006).

Bone geometry is one of the many factors that contribute to bone strength (Bouxsein and Karasik 2006). Studies in mice have demonstrated that up to 50% of the variance in bone strength is due to bone size (Ng *et al.* 2007). Furthermore, the relationship between bone geometry and fracture risk in humans has been demonstrated in both the wrist and the spine, as decreased cross-sectional area of the radius and vertebrae are associated with increased risk of fracture (Bouxsein and Karasik 2006). In addition, similar to most other characteristics of bone, bone geometry is highly heritable (*h*^2^ > 0.50) and amenable to genetic analysis (Norgard *et al.* 2008). Therefore, increasing our understanding of the genes influencing bone geometry using genetic analyses has the potential to inform strategies for the treatment and prevention of bone fragility.

To identify QTL affecting body composition, Corva *et al.* (2001) generated an F2 cross between the C57BL/6J-*hg/hg* (HG) and CAST/EiJ (CAST) strains. The HG strain is a C57BL/6J (B6) mouse that is homozygous for a deletion encompassing the *Socs2* gene [the high growth (*hg*) locus], a negative regulator of growth hormone signaling, that results in increased growth and body size (Metcalf *et al.* 2000; Horvat and Medrano 2001). In contrast, CAST mice are genetically divergent wild-derived inbred mice that are small and lean. One QTL identified in the *hg* × CAST cross was *Feml2*. *Feml2* was located on Chr. 9 at ∼20 cM, explained 10.7% of the variance in femur length, and was independent of the *hg* locus (Corva *et al.* 2001). In order to identify the gene(s) responsible for *Feml2*, we generated the HG.CAST-(*D9Mit249-D9Mit133*)/Ucd (HG9) congenic strain that possessed CAST alleles from 9 to 84 Mbp on an HG background (Farber *et al.* 2006). The HG9 strain has previously been used to fine-map a distinct QTL affecting adiposity (Farber *et al.* 2009).

In the current study, two HG9 F2 intercrosses were used to fine-map *Feml2*. We used the complete genome sequences of the B6 and CAST strains and ASE analysis of B6 × CAST F1 mice to identify candidate genes driving the effect on femur length. Interestingly, the human syntenic region contains a cluster of six genome-wide associations with human height. These data provide the foundation to identify genes contributing to bone size and geometry.

## Materials and Methods

### Mouse strains and husbandry

The mouse strains used in the study were B6, HG, and the HG9 (MGI:3771219) congenic strain. The development of the HG and HG9 congenic strains have been previously described (Horvat and Medrano 1995; Farber *et al.* 2006). B6 and HG mice were obtained from vivarium stock. Mice were provided with a normal chow diet (Purina 5008; 23.5% protein and 6.5% fat, 3.3 Kcal/g) and water *ad libitum*, and housed in groups of 2–5 in polycarbonate cages bedded with a 2:1 mixture of CareFRESH (Absorption, Ferndale, WA) and soft paper chips (Canbrands, Moncton, Canada). Mice were maintained under controlled conditions of temperature (21 ± 2°), humidity (40–70%), and lighting (14 hr light, 10 hr dark, lights on at 7 am). All mouse protocols were managed according to the guidelines of the American Association for Accreditation of Laboratory Animal Care (AAALAC) and approved by the Institutional Animal Care and Use Committee at the University of California, Davis.

### Characterization of bone geometry in HG9 congenic mice

At 9 wk of age (± 5 d), male HG9 congenic (*N* = 7) and HG control (*N* = 14) mice were anesthetized and body weights and lengths were measured to the nearest decigram and centimeter, respectively. Mice were then killed and femurs were removed and cleaned of soft tissue. For each femur, we measured the length and width, in the mediolateral and anterior–posterior orientations, using digital calipers (Mitutoyo Corporation, Takatsu-ku, Japan). Experimenters were blinded to the genotype of the mice.

### Development and characterization of the HG9F2 mapping populations

The congenic F2 mouse populations used in this study have been described in (Farber *et al.* 2009). Briefly, HG9 × HG (*N* = 283) and HG9 × B6 (*N* = 457) male and female F2 mice were generated by intercrossing F1 mice. F2 mice were phenotyped as described above for HG9 congenics. Mice were genotyped using microsatellite markers. HG9 × B6 F2 mice were genotyped for the *hg* locus as described in Farber *et al.* (2006).

### Feml2 fine-mapping

All statistical analyses were performed using the R Language and Environment for Statistical Computing (R Development Core Team 2013). The R/qtl package was used to perform the linkage analysis (Broman *et al.* 2003). Sex-averaged genetic maps were generated and conditional genotype probabilities were estimated using the calc.genoprob function, along the length of the congenic donor region at 0.1 cM intervals. Both F2 crosses were combined for the linkage analysis. The scanone function, using the Haley–Knott regression algorithm, was used to perform interval mapping using a model that included sex, body weight, and cross type (HG9 × HG = 1 or HG9 × B6 = 2) terms as additive covariates. LOD significance for all models tested were empirically determined using 1000 permutations. We converted genetic to physical distance by regressing megabase pairs onto centimorgans for all markers.

### Growth plate RNA collection

Seven male F1s from a cross between B6 and CAST were killed at 21 d of age by isoflurane anesthesia followed by cervical dislocation. Proximal and distal tibial growth plates were rapidly dissected, placed in TRIzol (Ambion by Life Technologies) and pulverized using the Tissue Tearor homogenizer (BioSpec Products). Total RNA was extracted from homogenized tissue (mirVana miRNA Isolation Kit, Ambion by Life Technologies). RNA concentration was measured by fluorometry (Qubit 2.0 Fluorometer, Life Technologies).

### RNA-sequencing (RNA-seq) sample preparation

RNA-seq libraries were constructed from 200 ng of total RNA using Illumina TruSeq Stranded Total RNA with Ribo-Zero Gold sample prep kits (Illumina, Carlsbad, CA). Constructed libraries contained RNAs > 200 nucleotides (both unpolyadenylated and polyadenylated) and were depleted of cytoplasmic and mitochondrial rRNAs. An average of 6.7 million 2 × 75 bp paired-end reads were generated for each sample on an Illumina NextSequation 500 (Illumina).

### RNA-seq alignment strategy and ASE analysis

Alleles was generated sing g2gtools (Choi 2016a), a transcriptome containing both B6 (mm 10) and CAST [mm10 with version 4 single nucleotide polymorphisms (SNPs) and insertion/deletions (indels) from the Mouse Genome Project http://www.sanger.ac.uk/science/data/mouse-genomes-project]. Reads from each F1 hybrid were aligned to the joint transcriptome using Bowtie, allowing no more than 3 mismatches and reporting all alignments of the stratum containing the fewest number of mismatches (Langmead *et al.* 2009). Next, EMASE (Choi 2016b) was used to quantify the number of reads from both the maternal and paternal allele. Each end of the paired-end samples was processed separately and only reads aligning in both samples were included. Similarly, each lane was processed separately in order to correct for lane-specific effects. Postquantification, all samples passed quality control checks based on the expected global proportions of reads aligning to each parental strain. 

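In the deposited allele counts, 50.4% ± 0.182 (SD, n = 7 mice) of each mouse's total was assigned to the B6 allele, with a range of 50.1% to 50.6%. The share was above 50% in all 7 mice (exact two-sided sign-flip permutation test, p = 0.0156, the smallest that 7 mice allow). With only autosomal genes counted, the share was 49.5% ± 0.128 (SD, n = 7) and was below 50% in every mouse, with the same p from the same test. The mouse with the fewest counts, mouse 7, had 7094515 B6 counts of 14098019, or 50.3% (95% Wilson interval 50.30% to 50.35%). Such intervals cover counting error only, since reads copied by PCR are not independent molecules. Counts on X-linked genes were 91.1% ± 0.467 (SD, n = 7) from the B6 allele, and counts on mitochondrial genes were 99.98% to 99.99% from the B6 allele.

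**Figure D1:**
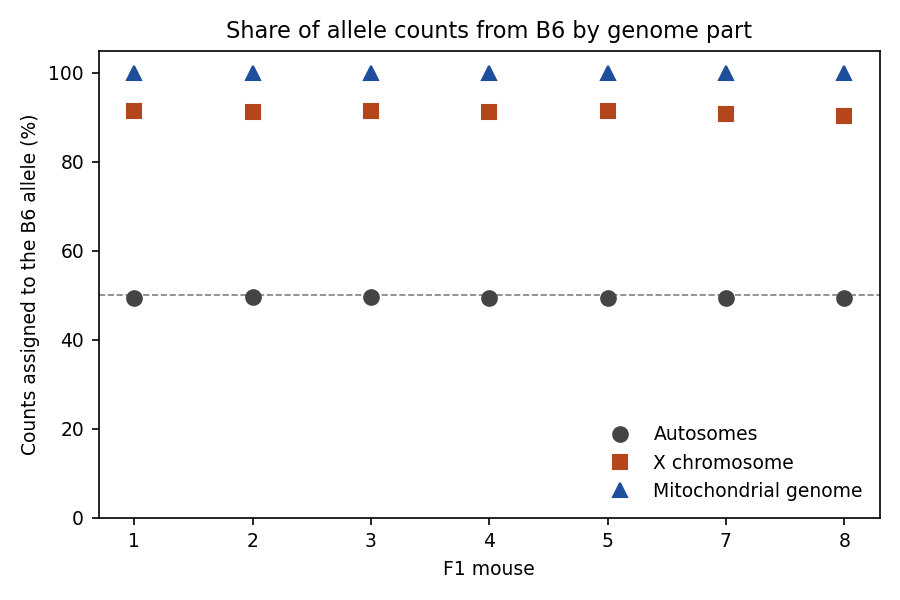
Percent of allele counts assigned to the B6 allele (y axis) in each of the 7 F1 mice (x axis, mouse number), for autosomal, X-linked and mitochondrial genes. Autosomal points lie between 49.4% and 49.7%, next to the dashed line at 50%, X-linked points between 90.2% and 91.6%, and mitochondrial points near the top of the axis.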

All samples showed nearly equal reads mapping to each parental strain. In order to identify genes showing allelic expression, edgeR was used to compare the quantity of each transcript by strain across the seven samples. Only those transcripts with measured expression in at least one haplotype in all of the samples were included in ASE analysis. 

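Of the 43346 genes in the deposited counts, 20239 had a count above 0 for at least 1 allele in every mouse. The estimated counts can be fractions far below 1, and 346 of these genes had a mean total under 1 count per mouse. With a stricter filter of at least 10 counts in every mouse, both alleles summed, 15111 genes remained. Both alleles had equal counts, to a tolerance of 1e-06, in every mouse for 1202 of the 20239 genes. A total was taken as whole to a tolerance of 1e-04, here and below. The total was not a whole number in at least 1 mouse for 10077 genes, or 49.8%, which marks reads that the authors' method divided between genes.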

The glmFit and glmLRT functions were used to statistically compare the expression of each transcript between the CAST and B6 alleles.

### Additional statistical analyses

Bone geometry measures in HG9 congenic and HG control mice were compared using a Student’s *t*-test in R (R Development Core Team 2013). Comparisons at a *P* < 0.05 were deemed significant. Permutation analysis was used to determine the probability of six GWAS associations for height occurring within the 7.5 Mbp human region syntenic with *Feml2* by randomly selecting 1000 7.5 Mbp regions from the genome and counting the number of associations within each region. Genome-wide significant SNPs identified through a GWAS for human height were mapped to mm10 from hg18 using the liftover tool from UCSC.

### Data availability

Both C57BL/6J and CAST/EiJ strains are commercially available from Jackson Labs. Supplemental Material, File S1 contains R/QTL formatted mapping information, including mouse IDs, phenotype information, and SNP marker identifiers, locations, and genotypes (A=C57BL/6J, B=CAST/EiJ) (File S1). Phenotype information can be found in the accompanying README file (File S2). Gene expression data from chondrocytes are available at GEO with the accession number GSE90055.

## Results

### Feml2 is captured in HG9 mice

We characterized femur geometry in HG9 and HG male mice. As shown in Table 1, femur length was decreased by 6% (*P* = 1.3 × 10^−5^) in HG9 males, consistent with the effects of *Feml2* in the original F2 cross (Corva *et al.* 2001). In addition, mediolateral and anterior–posterior femur widths were also decreased by 6–7% (*P* = 2.1 × 10^−3^ and *P* = 3.7 × 10^−2^, respectively) in HG9 males (Table 1). These data confirm the capture of *Feml2* in the HG9 congenic interval.

**Table 1:** Characterization of femur geometry in male HG and HG9 mice

	HG (*N* = 14)	HG9 (*N* = 7)	Difference (%) (HG9 – HG/HG)	*P*-Value
Femur length (mm)	17.2 ± 0.1	16.2 ± 0.1	−6	1.3 × 10^−5^
Mediolateral femur width (mm)	2.41 ± 0.04	2.28 ± 0.02	−6	2.1 × 10^−3^
Anterior–posterior femur width (mm)	1.55 ± 0.05	1.45 ± 0.02	−7	3.7 × 10^−2^

### High-resolution mapping of Feml2

To refine the location of *Feml2* within the HG9 congenic interval, we generated two F2 crosses, HG9 × HG (*N* = 283) and HG9 × B6 (*N* = 457). Femur length was first mapped in each cross separately. No differences in the LOD score profile of peak positions were observed (Figure 1, A and B). As a result, both crosses were combined to increase mapping resolution (Figure 1C). *Feml2* mapped to 30.1 cM with a peak LOD score of 40.0 (Figure 1C). The effects of *Feml2* on femur length were additive with each CAST allele decreasing femur length by 0.23 mm (Figure 1D). *Feml2* explained 7.8% of the total variance in femur length. The 95% C.I. for *Feml2* extended from 28.0 to 31.7 cM, which in physical distance equated to the 5.7 Mbp region extending from 57.6 to 63.3 Mbp (GRCm38/mm10).

**Figure 1:**
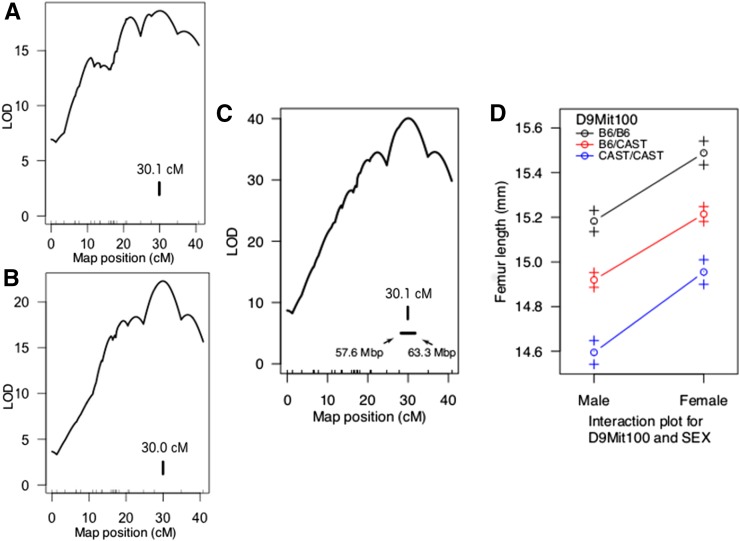
*Feml2* LOD score profiles. Vertical lines indicate peak LOD scores. The peak of *Feml2* was located at 30.1 cM in the HG9 × HG (*N* = 283) cross (A), 30.0 cM in the HG9 × B6 (*N* = 457) cross (B), and 30.1 cM in both crosses combined (*N* = 740). The 95% C.I. for the location of *Feml2* in the combined cross was 28.3–31.7 cM (57.6–63.3 Mbp) (C). *Feml2* had highly significant effects (*P* < 0.001) on femur length in both male and female mice (D). LOD, logarithm of the odds.

### Characterizing Feml2 variants between CAST and B6

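The region from 57.3 to 63.3 Mbp of chromosome 9 (GRCm38/mm10) overlaps 97 annotated genes in GENCODE release M21, of which 64 are protein-coding. A RefSeq gene table lists 65 protein-coding genes in the same interval, and 57 from 57.6 Mbp on. In the growth plates of the 7 F1 mice, 55 of the 64 genes had a count above 0 for at least 1 allele in every mouse, and 50 had at least 10 counts in every mouse. No count in any mouse was found for 3 of them.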

*Feml2* contains a total of 69 RefSeq protein-coding genes (Table S1). Based on the sequenced CAST genome (Keane *et al.* 2011), *Feml2* contains 46,624 high-confidence SNPs between CAST and B6. Most (45,664; 97.9%) of the SNPs are noncoding (Table 2). There are 960 (2.1%) coding variants, of which 86 are potentially “high-impact.” Of these 86, there are 81 missense, one initiator codon, three stop-gained, and one stop-retained variants (Table 2). 

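Table S1 lists 86 variants in 37 genes, and an asterisk marks 33 of these genes as expressed in the growth plate. All 37 genes were found in the deposited counts of the 7 F1 growth plates, Fam219b and Insyn1 under these newer symbols in place of the older ones in Table S1. Of the 33 marked genes, 29 had a count above 0 for at least 1 allele in every mouse, and 24 had at least 10 counts in every mouse. Among the 4 genes without an asterisk, Cyp1a2 and Spesp1 had no count in any mouse and Cyp1a1 averaged 0.286 counts per mouse, while Fam219b averaged 629 counts per mouse. Of the 6 genes in Table 3, 5 also carry a variant in Table S1.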

Potentially high-impact variants were found in 37 of the 69 *Feml2* genes. 

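Edc3 lies on chromosome 9 of GRCm38/mm10 from 57708540 to 57752499. Its annotated start codon occupies 57713398 to 57713400 in exon 2, and the variant listed in Table S1 is at 57713398. Counted from 1 at the A of the ATG, the substitution is A1G, with the B6 base first. The reference transcript reads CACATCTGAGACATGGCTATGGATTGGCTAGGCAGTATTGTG, starting 12 bases before the start codon. With the CAST base it reads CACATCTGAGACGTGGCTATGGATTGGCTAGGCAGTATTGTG. The next ATG in the same frame is codon 3, and its A is at 57713404, 6 bases from the A of the annotated start codon. In growth plates of the 7 F1 mice, Edc3 had 453 ± 196 counts (SD, n = 7) from the CAST allele and 412 ± 173 counts (SD, n = 7) from the B6 allele. The log2 fold change of 0.15 did not pass the threshold (FDR 0.414 from edgeR's likelihood-ratio test over the Feml2 genes), and 5 of 7 mice had more CAST counts (exact sign-flip permutation test, p = 0.172). With the mouse as a replicate block, its FDR was 0.117, under the threshold of 0.20.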

The initiator codon variant is in the enhancer of mRNA decapping 3 (*Edc3)* gene; however, a second in-frame “ATG” is located 6 bp downstream. 

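The unclassified gene with the stop-retained variant, named just below, is a different gene from Edc3. GENCODE release M21 places this unclassified gene at 60743120 to 60770276 on chromosome 9 (GRCm38/mm10). It is classed there as a long intergenic noncoding RNA gene. Both stop-gained variants that Table S1 lists for this gene, C60769781A and G60769851T, and the stop-retained variant, A60769955G, fall in exon 4 of an annotated transcript. The tokens give the B6 base, the position on chromosome 9 and the CAST base. The gene had between 3 and 7 counts per mouse in the 7 F1 growth plates, with 3.05 ± 1.58 (SD, n = 7) from the CAST allele and 1.80 ± 0.878 (SD, n = 7) from the B6 allele. The exact sign-flip permutation test of the allele difference gave p = 0.172.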

Two of the stop-gain and the stop-retained variants were found in the “unclassified” gene *1700036A12Rik*. The other stop-gain variant was in another “unclassified” gene, *Gm10657* (Table S1).

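Gm10657 is annotated at 58554799 to 58555829 on chromosome 9 (GRCm38/mm10), as a transcript still to be experimentally tested, with 1 exon. The stop-gained variant in Table S1 is G58555164A, with the B6 base first, the position on chromosome 9 and then the CAST base. In the F1 growth plates its total was 3 to 20 counts per mouse, with 7.89 ± 3.84 (SD, n = 7) from the CAST allele and 6.82 ± 2.88 (SD, n = 7) from the B6 allele. The alleles did not differ by more than the spread between mice (exact sign-flip permutation test, p = 0.922).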

**Table 2:** List of SNPs located within *Feml2*

Variant	Number
Noncoding	
Downstream gene variant	1993
Upstream gene variant	2230
Intergenic variant	20,949
Intron variant	20,452
Splice region variant	40
Total	45,664
Coding	
3′-UTR variant	523
5′-UTR variant	51
Synonymous variant	246
Missense variant	81
Initiator codon variant	1
Stop gained	3
Stop retained	1
Mature miRNA variant	1
Noncoding exon variant	53
Total	960

UTR, untranslated region; miRNA, microRNA.

In addition to SNPs, there were 8803 small indels. There were 189 indels in untranslated regions (UTRs), two frameshifts, and one in-frame insertion. The rest were intergenic. The two frameshift variants were found in *Arid3b* and *Nptn*; however, both occurred in exons predicted by Ensembl that were not part of the RefSeq transcript for either gene. 

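Arid3b is annotated on chromosome 9 (GRCm38/mm10) from 57790353 to 57836793 and Nptn from 58582240 to 58657955. In the 7 F1 growth plates, Arid3b had 78.9 ± 34.8 counts (SD, n = 7) from the CAST allele and 120 ± 58.0 counts (SD, n = 7) from the B6 allele. Its log2 fold change was -0.55 (FDR 0.00441, edgeR's likelihood-ratio test), with more B6 counts in all mice but mouse 7 (exact sign-flip permutation test, p = 0.0312). Nptn had 850 ± 281 counts (SD, n = 7) from the CAST allele and 901 ± 295 counts (SD, n = 7) from the B6 allele, and its log2 fold change was -0.06 (FDR 0.644 from edgeR, exact sign-flip p = 0.156). With the mouse as a replicate block, the edgeR FDR of Nptn was 0.243, and it was 0.144 when one library size per mouse was also used.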

The in-frame insertion was also found in the *Arid3b* gene and did occur with a RefSeq exon.

### Characterizing Feml2 ASE using CAST × B6 F1 RNA-seq data

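Growth plates, the cartilage at the ends of a long bone where it lengthens, were dissected from both tibial ends of 7 male F1 mice at 21 d of age. Every F1 mouse carries a B6 and a CAST copy of each autosome, so a read that covers a difference between the strains can be assigned to an allele. The authors aligned reads from rRNA-depleted total RNA with Bowtie to a transcriptome holding both strains' sequences. They then used EMASE, an expectation-maximization method, to estimate the number of reads from each allele of each gene. The deposited values are these estimated counts for 43346 genes in each mouse, without normalization for depth or gene length. A read that fits both alleles or several genes equally is divided among them, so a gene without informative reads has equal counts for both alleles. That division need not be equal where a gene has informative reads. In mouse 1, Gm10657 had 9.6 CAST and 6.4 B6 counts of 16, which equal splits of whole reads would not give. Counts of an allele thus include reads that do not tell the alleles apart, and the number of informative reads is not known. Total counts per mouse were 30589601 in mouse 1, 29748032 in mouse 2, 27603769 in mouse 3, 21020343 in mouse 4, 37849667 in mouse 5, 14098019 in mouse 7 and 23695181 in mouse 8, with a median of 27603769. These average 26.4 M (M for 1e6) per mouse, while the paper's stated average is 6.7 M reads per sample, and the values given here use the deposited counts. The unit of the deposited counts was not determined. Lanes and read ends were processed separately, so that unit may differ from the unit of the paper's average. The noncoding RNAs Rn7s1, Rn7s2 and Rn7sk held 15.5% to 23.8% of the counts. The sample labels give 7 mice, each counted as 1 replicate. No pair of mice looked like 1 library listed under 2 labels (chi-square per degree of freedom 14.45 to 96.35 over 21 pairs). For the comparison of alleles, counts were rounded to whole numbers, scaled with edgeR's TMM method and compared between the 7 CAST and 7 B6 columns with glmFit and glmLRT, the functions named in the paper. FDR values are Benjamini-Hochberg adjusted over the 55 tested protein-coding Feml2 genes, and a gene was called at an FDR under 0.20. As both alleles of a mouse come from 1 library, the fit was also made with the mouse as a replicate block, a pairing taken from the deposited columns. Deviations of the alleles from their means had a mean correlation of 0.184 within a mouse (lowest 0.047) and -0.031 between mice (highest 0.239), so the ranges overlap, across 15111 genes, which are not independent replicates. For single genes, the mean log2 ratio of CAST to B6 counts (0.5 added to each) was also tested by an exact two-sided sign-flip permutation test over all sign patterns of 7 mice, whose smallest possible p is 0.0156.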

To identify *Feml2* genes whose expression is under genetic regulation, we quantified ASE in growth plate tissue in CAST × B6 F1 mice. Six of the 69 genes from the *Feml2* region were found to be expressed in an allele-specific manner, demonstrating higher transcript levels originating from either the B6 or CAST chromosomes in growth plate samples at an FDR < 0.20 (Figure 3 and Table 3). These genes are GRAM domain containing 2 (*Gramd2*), La Ribonucleoprotein Domain Family Member 6 or Acheron (*Larp6*), ADP-Dependent Glucokinase (*Adpgk*), Bone Marrow Stromal Cell-Derived Ubiquitin-Like 7(*Ubl7*), Meiotic Recombination Protein REC114-Like (*Rec114*), and Heparin/Heparan Sulfate:Glucuronic Acid C5-Epimerase (*Glce*). 

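Of the 55 tested protein-coding genes in Feml2, 22 had an FDR under 0.20 in edgeR's likelihood-ratio test. The CAST allele was higher for 13 of them and the B6 allele for 9. With only Feml2 genes in the fit, this split was reversed, with 10 called genes higher on CAST and 13 on B6. Every fit not limited to Feml2 genes had more called genes on the CAST side. The 6 genes listed in Table 3 were among the 22 and had the 6 smallest P-values. The other 16 genes were Hexa, Scamp5, Loxl1, Arid3b, Cd276, Lrrc49, Calml4, Paqr5, Tmem202, Cox5a, Pias1, Itga11, Islr2, Senp8, Lman1l and Sema7a. Their log2 fold changes ran from -1.29 to 1.26 and their FDR values from 0.00306 to 0.178. All 7 mice had the same direction, with the smallest possible p of the exact sign-flip permutation test, for 14 tested genes, 11 of them among the 22. Several of the largest fold changes rest on few counts: Lman1l averaged 1.07 CAST and 2.35 B6 counts per mouse. With 1 mouse left out, the log2 fold change of Lman1l, the lower limit above, lay between -2.27 and -0.85. That of Calml4, the upper limit, lay between 0.95 and 1.78. With the mouse as a replicate block, 31 genes were called: 19 of the 22 and 12 others, while 3 of the 22 were not called. The alternative that moved the count most, dispersions estimated without the allele groups as common and tagwise values, gave 7 genes and was chosen after seeing the data. The paper states as a hypothesis that changes in expression driven by noncoding variants could account for the reduced femur length of CAST mice, and lists the allele-specific genes beside it.

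**Figure D2:**
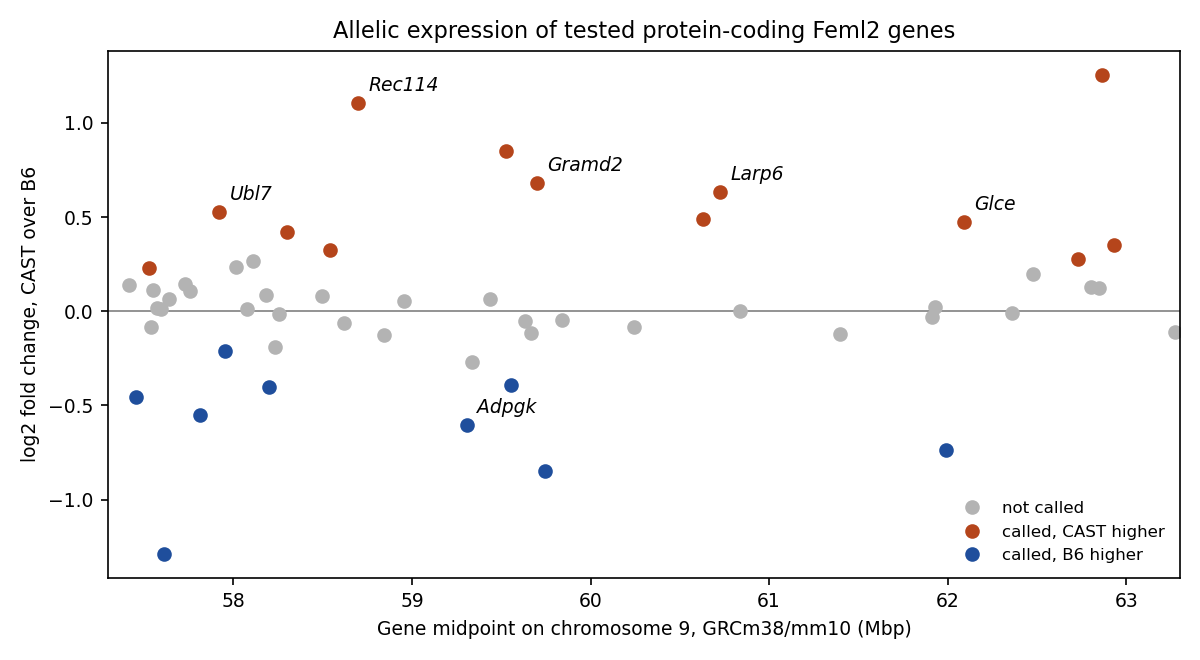
Log2 fold change of CAST over B6 counts (y axis) of the 55 tested protein-coding Feml2 genes at their midpoints on chromosome 9 (x axis, Mbp, GRCm38/mm10). Orange points are the 13 genes called with the CAST allele higher, blue points the 9 called with the B6 allele higher and grey points the 33 not called, and the genes of Table 3 are named.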

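Gramd2 (59680144 to 59718874 on chromosome 9, GRCm38/mm10) had 534 ± 161 counts (SD, n = 7 mice) from the CAST allele and 339 ± 109 counts (SD, n = 7) from the B6 allele. Its log2 fold change was 0.68 (FDR 1.5e-11, edgeR's likelihood-ratio test), and with the mouse as a replicate block 0.67. Ubl7 (57910979 to 57929968) had 247 ± 78.8 CAST counts (SD, n = 7) and 174 ± 61.3 B6 counts (SD, n = 7). The log2 fold change of Ubl7 was 0.53 (FDR 3.33e-05 from the same test). Glce (62057248 to 62122655) had 341 ± 101 CAST counts (SD, n = 7) against 254 ± 90.0 B6 counts (SD, n = 7), a log2 fold change of 0.47 (FDR 0.000486). For each of these 3 genes all 7 mice had more CAST counts (exact sign-flip permutation test, p = 0.0156, the smallest possible). Rec114 (58652850 to 58743964) had the fewest counts, 42.5 ± 17.7 (SD, n = 7) from CAST and 19.5 ± 11.6 (SD, n = 7) from B6. Its log2 fold change was 1.10 (FDR 0.00074), and 6 of 7 mice had more CAST counts (exact sign-flip permutation test, p = 0.0312). The log2 ratio of Rec114 ranged from -0.20 in mouse 7 to 3.00 in mouse 1, and its total was not a whole number in any mouse, so some of its reads were divided with another gene. Larp6 (60712989 to 60738801) and Adpgk (59291558 to 59324052) had log2 fold changes of 0.63 and -0.61.

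**Figure D3:**
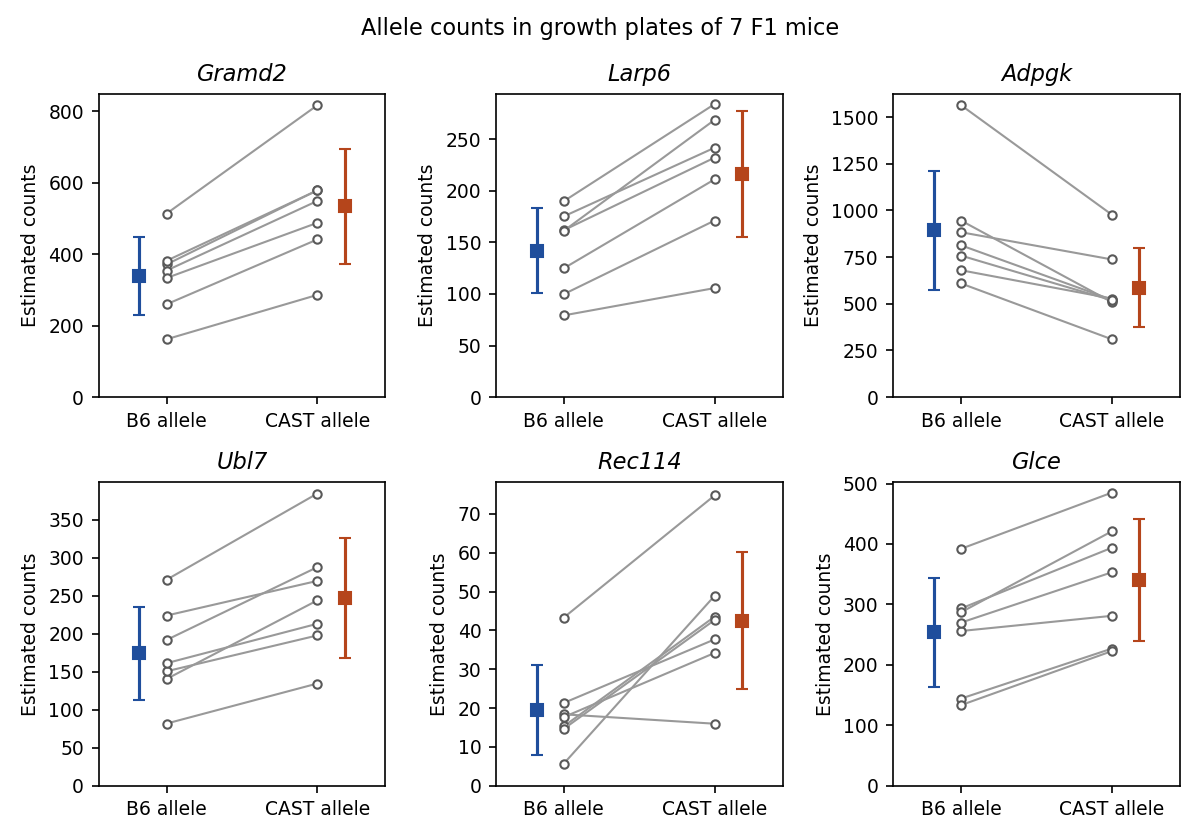
Estimated counts (y axis, not normalized) from the B6 and CAST alleles (x axis) of the 6 genes in Table 3. Each grey line joins the alleles of 1 of the 7 mice, and squares with bars are means with SD. The lines rise in all 7 mice for Gramd2, Larp6, Ubl7 and Glce, rise in 6 for Rec114 and fall in all 7 for Adpgk.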

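The CAST allele had more counts in all 7 mice for Gramd2, Larp6, Ubl7 and Glce and in 6 of 7 mice for Rec114, and the B6 allele had more counts in all 7 mice for Adpgk. With each mouse left out in turn, the log2 fold change stayed between 0.66 and 0.71 for Gramd2, 0.60 and 0.66 for Larp6, 0.48 and 0.57 for Ubl7, 0.43 and 0.52 for Glce, 0.94 and 1.29 for Rec114, and -0.66 and -0.54 for Adpgk.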

All of these genes, except for Adpgk, were preferentially expressed from the CAST allele as compared to the B6 allele (Figure 2).

**Table 3:** Allele-specifically expressed genes from the *Feml2* region

Gene Name	Chr.	Gene Start–End	CAST/EiJ Mean tpm	C57BL/6J Mean tpm	CAST/EiJ Mean Eff. Counts	C57BL/6J Mean Eff. Counts	logFC*^a^*	*P*-Value	FDR
Gramd2	9	59,680,144–59,718,874	5.11	4.22	534	339	0.69	0.002	0.11
Larp6	9	60,712,989–60,738,801	2.13	1.40	216	142	0.64	0.005	0.11
Adpgk	9	59,291,572–59,316,199	5.66	8.72	586	893	−0.60	0.013	0.13
Ubl7	9	57,910,986–57,929,968	4.49	3.14	247	174	0.54	0.012	0.13
Rec114	9	58,652,850–58,743,964	2.12	1.04	43	19	1.09	0.008	0.13
Glce	9	62,057,248–62,122,655	2.06	1.46	341	254	0.49	0.021	0.17

Chr., chromosome; tpm, transcripts per million; Eff., effect; FDR, false discovery rate.

a Positive logFC values correspond to favored CAST/EiJ expression, while negative logFC values correspond to favored C57BL/6J expression.

**Figure 2:**
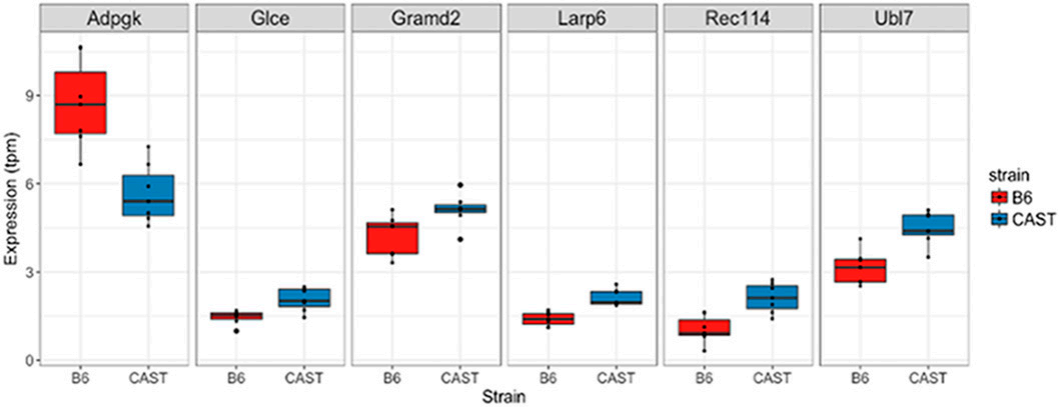
Boxplots of the expression of six genes demonstrating significant (FDR < 0.20) allele-specific expression differences. Expression is expressed in units of transcripts per million (tpm) and binned by strain of origin. FDR, false discovery rate.

### Feml2 overlaps with a cluster of human height genome-wide associations

Given the significant impact of *Feml2* on femur length, it is possible that *Feml2* harbors multiple independent variants impacting skeletal dimensions. To determine if there is evidence that *Feml2* represents a “hot-spot” of genes influencing long bone size, we analyzed the syntenic region of the human genome for human height associations (which are often driven by changes in skeletal dimensions) (Soranzo *et al.* 2009) identified by GWAS (Wood *et al.* 2014). *Feml2* is syntenic with human Chr. 15 from 67.5 to 75.5 Mbp. This region contains six independent associations as identified by GWAS for human height (Wood *et al.* 2014) (Figure 3). Through permutation, there was suggestive evidence that the human region syntenic with *Feml2* contained more associations for height than would be expected by chance (*P* = 0.06). Additionally, these SNPs were found to be near the human homologs of all six genes exhibiting allelic expression (Table 4).

**Figure 3:**
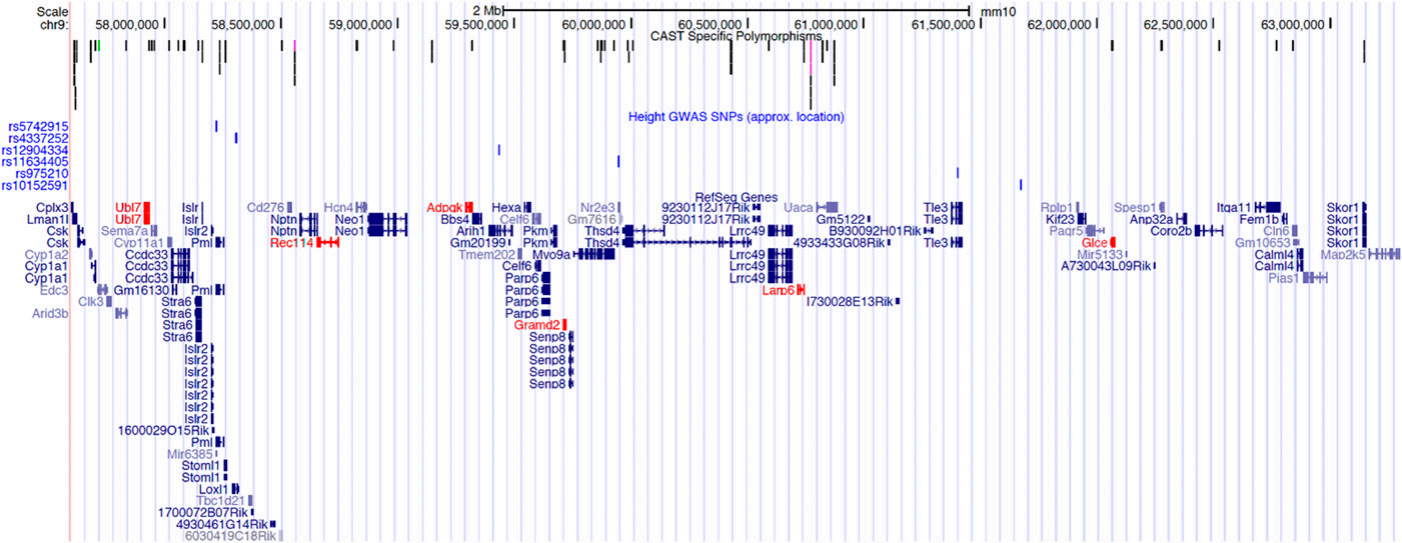
UCSC Genome Browser view of mm10 Chr. 9:57300000–63300000, which comprises the *Feml2* locus. The uppermost track displays potential high-impact predicted coding polymorphisms between CAST and B6 (black = missense, green = initiator codon variant, and purple = stop gained and stop retained variants). The second uppermost track (blue) contains SNPs homologous to those identified in a GWAS for human height (Wood *et al.* 2014), which may play a regulatory role in gene expression that influences femur length. Finally, the bottom-most track displays the genes within the *Feml2* region. In red are genes that exhibited significant (FDR < 0.20) differences in allele-specific expression. FDR, false discovery rate; GWAS, genome-wide association study; SNP, single nucleotide polymorphism; UCSC, University of California, Santa Cruz.

**Table 4:** Human homologs of genes in *Feml2* with observed ASE in CAST/EiJ × C57BL/6J F1 mice and the lead height-associated SNPs nearest the human genes

Gene	Start (Mbp)*^a^*	End (Mbp)*^a^*	Nearest rs ID#	Chr.	SNP Coord. (Mbp)*^a^*	Dist. to TSS (Kbp)
Gramd2	72.159807	72.197785	rs12904334	15	72.550363	390.556
Larp6	70.829130	70.854159	rs975210	15	70.072012	757.118
Rec114	73.443158	73.560014	rs4337252	15	73.934423	491.265
Ubl7	74.445977	74.461182	rs5742915	15	74.044291	401.686
Adpgk	72.751369	72.783785	rs12904334	15	72.550363	201.006
Glce	69.160634	69.272199	rs10152591	15	69.755817	595.183

ID#, identifier number; Chr., chromosome; SNP Coord., single nucleotide polymorphism coordinate; Dist., distance; TSS, transcription start site.

a Human genome build hg38.

## Discussion

As a first step in identifying the gene(s) responsible for a QTL with a major effect on bone geometry, we developed a congenic strain containing the *Feml2* QTL and conducted an F2 intercross to refine the location of *Feml2*. Furthermore, we used the CAST and B6 genome sequences to identify genes within *Feml2* potential impact by coding variation. Consistent with the high polymorphism rate between CAST and B6 (Keane *et al.* 2011), 37 of the 69 *Feml2* genes contained coding variants predicted to potentially impact protein function (Table 2). Additionally, we hypothesized that noncoding variants between CAST and B6 could be driving expression differences between the two strains, and that this change in expression could be responsible for the reduced femur length in CAST mice. Using RNA-seq data from tibial growth plates of CAST × B6 F1s, we identified six of the 69 genes in the *Feml2* region that are preferentially expressed from one parental allele.

Of the genes influenced by ASE, we note two that have the potential to be driving the observed femur length phenotype based on their known biological function. *Larp6*, also known as Acheron, is an RNA-binding protein that is specific to collagen mRNAs (Stefanovic *et al.* 2014). *Larp6* regulates the translation of type I collagen subunits through sequence-specific binding to conserved stem loops in the 5′-UTRs of collagen mRNAs (Zhang and Stefanovic 2016). Collagens, predominantly type I collagen, comprise 90% of the bone matrix and their processing is critical for proper skeletal development (Young 2003). It has been observed that overexpression of *Larp6* blocks ribosomal loading onto collagen mRNAs, reducing translation of collagen and bone matrix formation (Cai *et al.* 2010). 

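Larp6 (chromosome 9, 60712989 to 60738801, GRCm38/mm10) had 216 ± 61.3 counts (SD, n = 7 mice) from the CAST allele and 142 ± 41.2 counts (SD, n = 7) from the B6 allele in growth plates. Its log2 fold change was 0.63 (FDR 3.82e-07 from edgeR's likelihood-ratio test), and 0.63 with the mouse as a replicate block (FDR 2.06e-23 from the same test). With that block, edgeR's quasi-likelihood test gave a far larger FDR for Larp6, 0.000152. The log2 ratio in single mice averaged 0.61 ± 0.149 (SD, n = 7) and ranged from 0.41 in mouse 7 to 0.78 in mouse 4 (exact sign-flip permutation test, p = 0.0156, the smallest possible).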

In CAST × B6 F1s, the expression of *Larp6* was higher from the CAST allele, potentially consistent with shorter femurs in HG9 mice. *Adpgk*, also known as ADP-dependent glucokinase, catalyzes the phosphorylation of d-glucose to D-glucose-6-phosphate using ADP as the phosphate donor (Richter *et al.* 2012). Knockouts of *Adpgk* result in short stature and slender bones (Skarnes *et al.* 2011). In CAST × B6 F1s, the expression of *Adpgk* was lower from the CAST allele, consistent with shorter and more slender femurs in HG9 mice. 

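Adpgk (chromosome 9, 59291558 to 59324052, GRCm38/mm10) had 586 ± 212 counts (SD, n = 7 mice) from the CAST allele and 893 ± 317 counts (SD, n = 7) from the B6 allele in growth plates. Its log2 fold change was -0.61 (FDR 9.26e-06 from edgeR's likelihood-ratio test), and -0.60 with the mouse as a replicate block (FDR 9.43e-10 from the same test). With that block, edgeR's quasi-likelihood test gave a far larger FDR for Adpgk, 0.00156. Ratios in single mice averaged -0.62 ± 0.259 on the log2 scale (SD, n = 7), from -0.97 in mouse 7 to -0.26 in mouse 1 (exact sign-flip permutation test, p = 0.0156, the smallest possible).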

The ASE of these genes suggests that they may be involved in the regulation of femur length.

We identified the human syntenic region for *Feml2*, and found that it contained a number of associations for human height identified through GWAS. Human height is partly influenced by long bone length (Lui *et al.* 2016), and this well-powered GWAS, conducted by Wood *et al.* (2014), provides a robust collection of loci associated with human height to compare with the *Feml2* region’s influence on mouse long bone length. This human region appears to be a hotspot for associations with height, further implicating the murine region as a region influencing femur length and, more generally, skeletal dimension (Figure 3). Further characterization of the genes in the mouse *Feml2* region is potentially applicable to the study of human height.

In conclusion, this study identified *Feml2*, a region of the murine genome influencing femur length, and identified genes with coding and regulatory alterations, a subset of which may be responsible for the effects of *Feml2*. Additionally, comparisons with its human syntenic region support the notion that *Feml2* may contain multiple polymorphic genes, which in aggregate are responsible for its effect on bone geometry. Further characterization of these candidate genes and the identification of the mechanism by which they alter femur dimension will aid in the study of bone geometry and bone strength.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037424/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Genetic Dissection of a QTL Affecting Bone Geometry
**Source:** G3 (Bethesda). 2017 Jan 11;7(3):865–70. doi: 10.1534/g3.116.037424
**Supplement:** Supplementary file 1

Table S1: List of potentially high-impact CAST/EiJ variants within Feml2 genes. * expressed in mouse growth plated as determined by RNA sequencing. (.xlsx, 13 KB)

Available for download as a .xlsx file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037424/-/DC1/TableS1.xlsx

# Supplementary material for: Genetic Dissection of a QTL Affecting Bone Geometry
**Source:** G3 (Bethesda). 2017 Jan 11;7(3):865–70. doi: 10.1534/g3.116.037424
**Supplement:** Supplementary file 4

File S1. QTL mapping information, including mouse IDs, phenotype information, and SNP marker identifiers, locations, and genotypes. (.csv, 131 KB)

Available for download as a .csv file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037424/-/DC1/FileS1.csv

# Supplementary material for: Genetic Dissection of a QTL Affecting Bone Geometry
**Source:** G3 (Bethesda). 2017 Jan 11;7(3):865–70. doi: 10.1534/g3.116.037424
**Supplement:** Supplementary file 6

File S2: README file that contains detailed information describing the phenotype abbreviations included in File S1. (.csv, 1 KB)

Available for download as a .csv file at:

http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037424/-/DC1/FileS2.csv

How the deposited data were processed for this re-analysis (not part of the article)

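Growth plates of 7 male B6 × CAST F1 mice, aged 21 d, were analysed as 7 replicates of 1 condition. Replicates carry the mouse numbers of the sample labels, 1, 2, 3, 4, 5, 7 and 8. From reads aligned with Bowtie to a joint B6 and CAST transcriptome based on mm10, the authors produced estimated counts per gene and allele with EMASE, allowing at most 3 mismatches per alignment and processing each lane and each read end separately. The deposited estimated counts are not normalized and need not be whole, because reads that fit both alleles or several genes are divided among them.

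Gene names, classes and coordinates come from GENCODE release M21 (GRCm38/mm10, the build the paper uses), which holds 42462 of the 43346 gene identifiers (98.0%). The Feml2 region was taken as 57300000 to 63300000 on chromosome 9, the interval drawn in Figure 3. Genes with a count above 0 for at least 1 allele in every mouse were tested, after the paper's filter. Counts were rounded and compared between alleles with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) using TMM factors, estimateDisp with the allele in the design, glmFit and glmLRT. FDR values were Benjamini-Hochberg adjusted over the tested protein-coding Feml2 genes, or over all 20239 tested genes for genome-wide counts. For single genes an exact sign-flip permutation test of log2 ratios, with a pseudocount of 0.5, was run over the 7 mice. Summaries and plots used Python 3 libraries numpy, pandas, scipy and matplotlib.

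The alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, other library sizes, the mouse as a replicate block, other filters, gene sets and thresholds, unrounded counts, and each mouse left out in turn. Alternatives added after the data were seen were 8 further ways of estimating the dispersions and a restriction to genes with whole-number totals. Those 8 and the planned fit of Feml2 genes alone made 9 dispersion settings that were set beside the P-values of Table 3.

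The fit was tested on simulated counts in which 200 of 18420 genes were changed. The likelihood-ratio test recovered 85% of them with 0% false calls, and with the mouse as a block it recovered 98% while 29.2% of its calls were false. The quasi-likelihood test with the mouse as a block recovered 98%, and 23.1% of its calls were false. These rates depend on the share of changed genes and the pairing of alleles set in the simulation. In the deposited counts a far larger share of genes was called, 6978 of 20239. The rates, the 0% included, therefore do not give the share of false calls in the deposited counts. Depth was 14098019 to 37849667 counts per mouse, so genes with few counts carry wide counting error, and intervals given for shares cover counting error only.

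Genes named in the text were chosen by a rule fixed before the data were examined: Feml2 genes named in the paper, Feml2 genes called at an FDR under 0.20, and, genome-wide, the 5 autosomal genes with the smallest P-values in each direction among genes with the same direction in all 7 mice, with genes of lists written in advance and genes that decide a technical check. Femur measurements, linkage mapping and human height associations were not analysed here.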

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

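The test of gene copies among genes with counts on 1 allele was chosen only after that result was seen.

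Genome-wide, 6978 of 20239 tested genes (34.5%) had an FDR under 0.20, adjusted over all tested genes. The tested genes include 657 X-linked genes, whose counts were mostly B6 in these males. Among autosomal genes, 6329 of 19295 tested were called. With X-linked, Y-linked and mitochondrial genes left out of the fit, 6268 genes were called. The paper reports allele differences for Feml2 genes only, and 20 protein-coding Feml2 genes are among the 6978. The real assignment of alleles gave the largest count among the 64 ways of exchanging the alleles within mice, so 1 of 64 was as large, and the next largest, with 1 mouse exchanged, gave 3096 genes. Alignment favouring the B6 reference was predicted in advance to place over 60% of the called autosomal genes on B6. The share was 52.7% when both alleles of a mouse shared a library size, which leaves room for a weaker bias and for assignment errors at single genes. Restricting the fit to 10162 genes with whole-number totals, chosen after seeing the data, gave 3496 genes, or 34.4% of them. Gene length and GC content were not tested, and no biological explanation was tested, since all mice belong to 1 condition.

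Within Feml2, 16 genes outside Table 3 had an FDR under 0.20. The count of 22 called Feml2 genes was reached by 1 of the 64 exchanges of alleles, the real one, and exchanges of a single mouse gave at most 12. Under the FDR over all genes, 20 of the 55 tested genes were called, and 38.8% of 14058 stretches of 55 consecutive tested autosomal protein-coding genes held at least as many. By this measure Feml2 did not stand out from other stretches. Rec114, a gene of Table 3, had a total that was not a whole number in 7 of 7 mice, so its difference cannot be told apart from reads divided with another gene. Among the other called genes, the total was not whole for Cox5a in 7 mice, Itga11 in 5, Arid3b in 3 and Lrrc49 in 1. The same limit applies to those genes in those mice, and to Edc3 and Nptn, not called here, in all 7 mice. That check was also chosen after the result was seen.

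Among 14526 autosomal genes with at least 10 counts in every mouse, 146 had over 95% of their counts on 1 allele, 69 of them on CAST and 77 on B6. Of these genes 13 are in a list of imprinted genes written before the data were examined. Pseudogenes made up 48.6% of the 146 genes, against 1.78% of all autosomal genes with as many counts. Reads divided between near-identical gene copies may therefore account for many of them. The genes with the smallest P-values included the pseudogenes Rpsa-ps10 (8857 CAST and 11.3 B6 counts on average), Rps3a2, Gm6483 and Rps13-ps1, the lincRNA Gm10076, the imprinted genes Plagl1, Meg3 and Igf2r, and Eno1b and Nfatc3. No biological explanation was tested for the remainder.

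In 3 of 32 sets of 7 mouse values, a single mouse lay far from the others, and 1.6 such sets are what chance gives. For Arid3b, mouse 7 had a log2 ratio of 0.44, with 51.9 CAST and 38.1 B6 counts, while the other mice lay between -0.95 and -0.49. For Gm10657, mouse 7 had a log2 ratio of -2.81 from 0 CAST and 3 B6 counts, and the others lay between -0.56 and 0.80. For Islr2, mouse 1 had a log2 ratio of 0.61, from 122 CAST and 79.4 B6 counts, and the others lay between -0.92 and -0.30. Mouse 7 has the smallest total, and 2 of the 3 values belong to it. Low depth of the mouse may explain the value of Gm10657, which rests on 3 counts. That of Arid3b rests on more estimated counts, but how many of its reads told the alleles apart is not known. Depth therefore stays open for Arid3b as well. Counting error was not tested for either gene. No biological explanation was tested.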

How the results depend on the processing

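The 6 genes of Table 3 kept their direction and an FDR under 0.20 in all 29 alternative fits, except that Rec114 had no value in the fit of genes with whole-number totals. Over these fits the log2 fold change of Larp6 ranged from 0.55 to 0.66 and that of Adpgk from -0.69 to -0.54. For the 22 tested named Feml2 genes other than Larp6 and Adpgk, 628 comparisons with an alternative were made: all 628 kept their direction, 99 lost an FDR under 0.20 and 4 gained it. Paired results are given by the fits with the mouse as a replicate block, which called 31 Feml2 genes with the likelihood-ratio or the quasi-likelihood test.

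The number of called Feml2 genes, 22, was 14 at an FDR under 0.05 and 7 with common and tagwise dispersions estimated without the allele groups. It ranged from 15 to 19 across the 7 fits that each left out one replicate. The genome-wide number, 6978, was 4423 with estimateDisp run without the allele groups, 4149 when TMM was also left out, 3413 with common and tagwise dispersions without the allele groups, and 3496 with only genes that have whole-number totals, where 10162 genes were tested and the called share was 34.4% against 34.5%. With the mouse as a replicate block it was 9172, or 9180 with one library size per mouse and 8157 with the quasi-likelihood test. It ranged from 6278 to 6856 across the 7 fits that each left out one replicate. The percent of counts from the B6 allele was 50.4 over all genes and 49.5 over autosomal genes, and 50.4 to 50.5 with one replicate left out. The dispersion settings and the whole-number restriction were chosen after seeing the data, and why the dispersion settings changed the numbers was not tested. With 1 replicate left out, Sema7a lost its call in 6 of the 7 fits, Itga11, Islr2, Lman1l and Senp8 in 5, Pias1 in 4, Cox5a and Tmem202 in 3 and Paqr5 in 1. These fits do not pair the alleles. With the mouse as a replicate block and all mice, the likelihood-ratio test called Sema7a (FDR 1.48e-09) and Itga11 (4.74e-19). Both had the same direction in all 7 mice. In that fit the 3 genes no longer called were Lman1l (0.260), Senp8 (0.394) and Pias1 (0.251). The quasi-likelihood test with the same block gave far larger FDR values, 0.00137 for Sema7a and 0.000241 for Itga11.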

Differences from the paper's values

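The number of Feml2 genes called at an FDR under 0.20 was 22, while the paper's number is 6. None of the alternatives set before the data were examined closed the gap; they gave 14 to 31 genes. With common and tagwise dispersions estimated without the allele groups, a setting chosen after seeing the values, the number was 7.

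For the genes of Table 3 the log2 fold changes and mean counts were within replicate error of the paper's, and the P-values were smaller. The P-value of Gramd2 was 2.73e-13 against the paper's 0.002, that of Larp6 1.39e-08 against the paper's 0.005, and that of Adpgk 5.05e-07 against the paper's 0.013. Ubl7 had 2.42e-06 against the paper's 0.012, Rec114 8.07e-05 against the paper's 0.008, and Glce 4.42e-05 against the paper's 0.021. Of the alternatives set before the data were examined, 1 closed 1 of these gaps: the quasi-likelihood test with the mouse as a replicate block gave Rec114 a P-value of 0.00748.

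FDR values differed in the same way. Gramd2 had 1.5e-11 and Larp6 3.82e-07, where the paper gives 0.11 for both. Adpgk had 9.26e-06, Ubl7 3.33e-05 and Rec114 0.00074, where the paper gives 0.13 for each, and Glce had 0.000486 against the paper's 0.17. None of the alternatives set before the data were examined closed these gaps.

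Among 9 dispersion settings set beside Table 3, 8 of them added after seeing the values, common and tagwise dispersions without the allele groups came closest and closed all 12 gaps. Its P-values were 0.00217 for Gramd2, 0.0058 for Larp6, 0.0119 for Adpgk, 0.0142 for Ubl7, 0.00794 for Rec114 and 0.0215 for Glce. Its FDR values were 0.119 for Gramd2, 0.146 for Larp6 and Rec114, 0.156 for Adpgk and Ubl7, and 0.169 for Glce. Other settings added after seeing the values closed single gaps: for Rec114, estimateDisp without the allele groups (P-value 0.00885, FDR 0.0974), the same without TMM (0.00825, FDR 0.0907) and the same on annotated Feml2 genes alone (P-value 0.00725), and for Glce, estimateDisp without the allele groups or TMM (P-value 0.0164, FDR 0.129).

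Counts per mouse averaged 26.4 M, and the paper's average is 6.7 M reads per sample. No alternative bears on this value.

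Table S1 leaves Fam219b, listed there under an older symbol, unmarked as to expression in the growth plate, and it averaged 629 counts per mouse. It marks Gm17231, Gm7589, Gm9869 and Skor1 as expressed, and each had no count in at least 1 mouse.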

Other observations

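The tests of the dispersions and of Rec114 were chosen only after the result was seen.

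The larger P-values in Table 3 may come from dispersions estimated without the allele groups. Under common and tagwise dispersions of that kind, every P-value of the 6 genes was within 1.18 times the paper's, while in the likelihood-ratio test with the allele in the design and no replicate block the smallest ratio was 99.1. Other fits with the allele in the design came closer for single genes, the nearest being the quasi-likelihood test with the mouse as a replicate block for Rec114 (0.00748 against the paper's 0.008). As that setting was the closest of 9 tried against the same P-values, and calls 7 genes where the paper lists 6, its closeness does not test the explanation.

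In these male mice, X-linked genes had 8.80% of their counts on the CAST allele. Of 461 X-linked genes with at least 10 counts in every mouse, 342 had under 5% of their counts on CAST and 43 had 45% to 55%. Genes split evenly between the alleles held 64.8% of the CAST counts on X-linked genes, and genes whose total was not a whole number held 60.4% of them, against 48.9% of the B6 counts. A gene chosen for a share near 50% holds many CAST counts by that choice, so the 64.8% is weak evidence for an even division of reads. Both an even division of reads in genes without a distinguishing variant and the sharing of reads between genes may contribute. Tmsb4x and Atp6ap1, with 49.3% of their counts on CAST each, held the most and had whole-number totals, so sharing with other genes does not account for these genes.

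Nearly all mitochondrial and most X-linked counts came from the B6 allele, which could be explained if the mothers of all 7 mice were B6. Of 24 imprinted genes with a called difference, from the list written before the data were examined, 23 favoured the allele that a B6 mother predicts. All 9 maternally expressed genes favoured B6, among them H19, and 14 of 15 paternally expressed genes favoured CAST. The exception was Rtl1, with 1.47% of its counts on CAST. Y-linked counts, which with B6 mothers would come from CAST, were 50.67% to 51.55% B6. Uty, Ddx3y and Eif2s3y had equal counts on both alleles in every mouse, as genes without informative reads have, and the cause was not tested. If all mothers were B6, the CAST allele came from the father in every mouse. Strain and parent of origin could then not be told apart for any allele difference given here, Feml2 genes included.

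Marker genes listed before the data were examined took varying shares of each mouse's counts. Chondrocyte genes held 6.45% to 10.2%, osteoblast genes 7.43% to 12.7%, skeletal muscle genes 0.386% to 0.841% and blood or marrow genes 0.884% to 2.11%. The Gramd2 values in Table 3 give a log2 ratio of 0.28 from the paper's mean tpm, and 0.65 from the mean counts.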
